A study of Arabidopsis thaliana with 44 samples.

How the data were processed

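RNA was measured in shoot apices of Arabidopsis thaliana seedlings by bulk RNA sequencing. Per the labels, plants were kept on soil with 16 h of light and 8 h of dark a day, and apices were taken 7 days after germination. TRIzol extracts of total RNA were made into libraries by Smart-seq3, a full-length cDNA method that can mark molecules with short random identifiers. The study compared 7 mutant groups (ago4, ago5, ago9, ago4ago9, ago5ago9, ago4ago5ago9 and ddm1; 4 libraries each) with 2 wild-type groups (wt21 and wt col-0; 8 libraries each), 44 libraries in 9 groups. Groups and replicate numbers were taken from the labels alone.

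The deposited table holds estimated counts per feature, unscaled, with 1 column per library and no pooling of replicates. The labels do not state the aligner, the counting program, the genome build, the annotation, the use of strand, or whether reads or molecular identifiers were counted. Of the non-zero values, 6.26% were not whole numbers, as when a read is divided between features, and all values were rounded to whole counts before testing. The table has 60887 features: 29696 genes (133 of the chloroplast and 146 of the mitochondrion), 31189 transposable elements and 2 reporter sequences. The 2 reporter sequences held 4.87e-05% of all counts and were kept out of library totals and tests. Every column was matched to a sample by its name. Gene symbols were taken from RefSeq locus tags of assembly TAIR10.1, which matched 28929 of the genes and did not match 767. The authors' build is not stated, so no coordinate is given, and that annotation served only for names and for which genes neighbour each other. The tables used here give no names for transposable elements, so these are listed by identifier. How reads shared between copies of an element, between paralogs or between overlapping genes were assigned is not stated, and single features of these kinds are uncertain for that reason.

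Library totals ran from 4474810 to 10620119 counts (median 6644238), and 18870 to 22464 features had a count. Organelle genes took 2.29% to 15.5% of counts and the single gene AT3G41768 took 1.17% to 12.9%. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to between 0.282 and 0.670 CPM, counts scaled to a fixed library total. Intervals and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules. No library had a total under 20% of the median (0 libraries), so the alternative that would have left such libraries out gave the same values and was not run. All 98 pairs of replicates within groups were compared over features with at least 20 counts. None was identical (0 pairs), chi-square per degree of freedom ran from 2.84 to 128 (median 28.5), and every library was counted as a separate replicate. Correlations of log2 CPM across features between replicates ran from 0.944 to 0.985.

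Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Summaries and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Features with too few counts were removed with filterByExpr by group, which left 17557 features, 987 of them transposable elements. Counts were scaled by TMM factors (0.855 to 1.33). All 44 libraries entered 1 quasi-likelihood model with 1 mean per group (common biological coefficient of variation 0.209), and p-values were adjusted by the Benjamini-Hochberg method over all features tested. A feature with an adjusted p under 0.05 was called. Each mutant group and wt21 were compared with wt col-0. The ago4ago9 and ago5ago9 groups were also tested for departure from the sum of their single mutants on the log2 scale (an interaction), and ago4ago5ago9 was compared with both double mutants. Where every library of a group was at or under the floor of 3 counts, the fold change is given as a lower bound against the floor. Standard errors (SE) of log2 fold changes were derived from the fold change and its F statistic, and CPM values are TMM-scaled means ± SD over libraries. The SE rests on a spread estimated over all 44 libraries. It can therefore be too small where the groups compared vary more than the others.

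The share of counts in transposable elements was compared by two-sided exact permutation tests over the 495 ways to divide 4 mutant and 8 wt col-0 libraries, adjusted over the 7 mutants. Features raised in ddm1 relative to wt21 (adjusted p under 0.05 and log2 fold change over 1) were tested as a set in each ago group against wt col-0 with fry from limma, adjusted over the 6 ago groups, so that the set and its test shared no control library. A list of 22 genes (10 ARGONAUTE genes, DDM1, ROS1, FWA, SDC, FLC, FT, SOC1, WUS, CLV3, STM, LFY and AP1) was fixed in advance. The genes named were AGO4, AGO5, AGO9 and DDM1 in every group, list genes that a test called, and features with the smallest p-values. For a mutant against wt col-0, those were the 2 rising and 2 falling features (3 and 3 for ddm1) that were also called against wt21 in the same direction and had all 4 mutant libraries on the same side of the wt col-0 mean. For other comparisons, they were the 2 rising and 2 falling called features. Groups, tests, the naming rule and most alternatives were chosen before the data were examined. The scripts' statistics were tested on simulated counts for the 17557 features. With 200 genes changed 4-fold in 1 group, edgeR called 94% of them, 4.57% of its calls were unchanged genes, and an unchanged group had 0 calls. Of 200 simulated 8-fold interactions, 93% were called, along with 22 unchanged genes. With fry, a set of 100 genes expressed above the floor and raised 1.5-fold gave a p-value of 2.79e-27, and an unchanged set gave 0.546. Most ddm1-raised features lie near the floor, a setting that this simulation did not test.

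The alternatives covered DESeq2 size factors, no filter, DESeq2, limma voom with quality weights, a fit of only the groups compared, the replicate number as a block, removal of organelle genes, wt21 or the mean of both wild types as control, and leaving out each mutant or wt21 library in turn. No wt col-0 library was left out singly. Replicates 5 to 8 of both wild types differed from replicates 1 to 4 and the mutant groups have replicates 1 to 4 only. Further alternatives were therefore chosen after the data were seen: each wild-type replicate set alone as control, the set as a term, the share of counts in organelle genes and AT3G41768 as a covariate, and all libraries thinned at random to the smallest total. For the ddm1-raised set these included members with a mean over 3 counts outside ddm1 or in wt21.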

Results

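Shoot apices of Arabidopsis seedlings were profiled to learn how ARGONAUTE proteins act in the shoot apical meristem. ARGONAUTE proteins bind small RNAs, and AGO4 and AGO9 belong to the clade that directs DNA methylation, whereas DDM1 is a chromatin remodeller that keeps transposable elements silent. The data comprised 44 libraries labelled as 3 single mutants (ago4, ago5 and ago9), 3 combinations of them (ago4ago9, ago5ago9 and ago4ago5ago9), ddm1, and 2 wild types (wt21 and wt col-0). There were 4 libraries per mutant group and 8 per wild type. The labels do not say how wt21 differs from wt col-0. Library totals were 6720837 to 9165948 counts in ago4, 4474810 to 6934804 in ago5, 4845407 to 5435495 in ago9, 6131458 to 7660723 in ago4ago9 and 5507548 to 8367145 in ago5ago9. They were 4688648 to 9532759 in ago4ago5ago9, 6516901 to 10620119 in ddm1, 4985459 to 10035015 in wt21 and 5094594 to 10168457 in wt col-0.

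The targeted genes were examined first, as a check of the labels. AGO4 (AT2G27040) was at 24.5 ± 2.39 CPM in wt col-0 (SD, n = 8) and 25.9 ± 4.63 CPM in wt21 (n = 8). It was at 0.538 ± 0.531 CPM in the libraries labelled ago4 and 0.393 ± 0.378 CPM in those labelled ago4ago9 (n = 4 each), with log2 fold changes against wt col-0 of -5.46 ± 0.60 and -5.84 ± 0.63 (SE; edgeR adjusted p of 4.35e-08 and 9.73e-09). The libraries labelled ago5, ago5ago9 and ddm1 had 25.3 ± 2.18, 26.3 ± 2.19 and 24.5 ± 0.932 CPM. The 2 remaining groups went against their labels. The libraries labelled ago4ago5ago9 had 21.6 ± 4.28 CPM of AGO4 (77 to 264 counts per library), a log2 fold change of -0.18 ± 0.35 that was not called (edgeR adjusted p of 0.891). The libraries labelled ago9 were not alike. AGO4 had 1 count in replicate 1 and 0 in replicate 2, against 97 counts (20.8 CPM) in replicate 3 and 109 counts (23.1 CPM) in replicate 4. The ago9 mean of 11.02 ± 12.6 CPM therefore describes none of its libraries. Every result for the libraries labelled ago9 and ago4ago5ago9 is given by label and inherits this conflict.

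**Figure D1:**
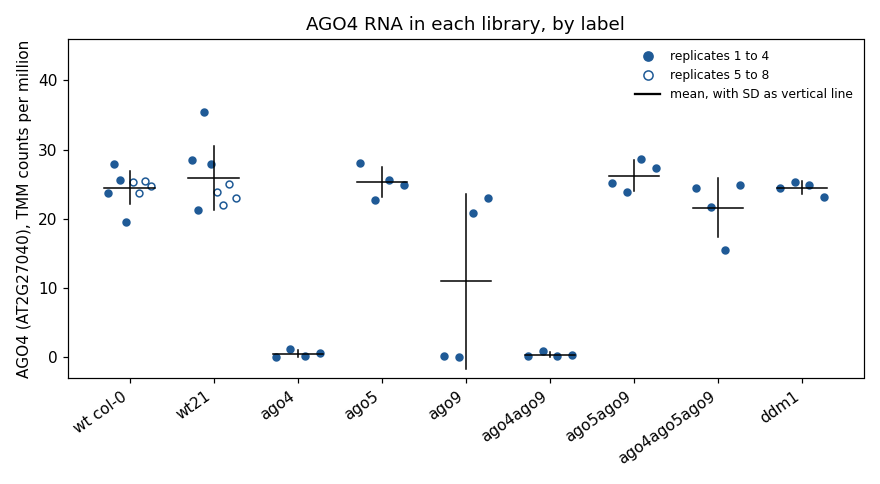
AGO4 RNA in TMM-scaled CPM (vertical axis) for each of the 44 libraries, by labelled group (horizontal axis); filled points are replicates 1 to 4, open points replicates 5 to 8, horizontal lines group means and vertical lines 1 SD. The ago4 and ago4ago9 means are 0.538 and 0.393, ago9 has replicates at 0.215, 0, 20.8 and 23.1, and ago4ago5ago9 lies at 21.6 ± 4.28.

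AGO5 (AT2G27880) and AGO9 (AT5G21150) were too low to be tested. AGO5 totalled 22 counts over the 8 wt col-0 libraries, 13 of them in replicate 5, and 8 counts over the 8 wt21 libraries. It totalled 1 count in ago5 and 0 counts in ago5ago9 and ago4ago5ago9, but also only 1 count in ddm1 and 2 in ago4ago9, so the depth could not show its loss. AGO9 was at 0.860 ± 0.356 CPM in wt col-0 (59 counts in total) and 0.654 ± 0.220 CPM in wt21 (43 counts). It totalled 2 counts in ago9, 0 in ago4ago9 and ago5ago9, and 3 in ago4ago5ago9, all of the last in 1 library, against 15 in ago4, 18 in ago5 and 37 in ddm1. DDM1 (CHR1 in RefSeq, AT5G66750) was at 0.379 ± 0.166 CPM in ddm1 and 12.2 ± 1.99 CPM in wt col-0, a log2 fold change of -4.85 ± 0.26 (edgeR adjusted p of 1.10e-19). The ago groups had means of 8.51 to 10.5 CPM, none called by edgeR, with log2 fold changes from -0.53 to -0.19. The ago4 difference had an adjusted p of 0.0559 and passed the threshold under 5 alternatives. Over all of its alternatives the adjusted p ranged from 0.0216 to 0.441.

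The difference between the wild types set the level against which the mutant differences were read. Between wt21 and wt col-0, 11 features were called by edgeR (4 higher and 7 lower in wt21), and 1268 had an unadjusted p under 0.05. This count depended on single libraries: it was 1 without wt21 replicate 8, 2 without replicate 6, 3 without replicate 2 or 7, and 5, 7 and 6 without replicates 1, 3 and 4. AT3G16660 (log2 fold change 0.98 ± 0.18) and AT3G16670 (1.06 ± 0.20) were higher in wt21, with edgeR adjusted p of 0.0183 and 0.0313. SPX1 (AT5G20150, -3.12 ± 0.54) and AT1G72430 (-1.09 ± 0.21) were lower, with edgeR adjusted p of 0.0120 and 0.0313. Replicates 1 to 4 and 5 to 8 of the wild types differed far more. Over both wild types, 3261 features were called between these replicate sets, 1620 of them higher in replicates 5 to 8. Within wt col-0 alone the count was 1738 and within wt21 alone 730, of which 453 were called in both in the same direction. The alternative that moved the wild-type comparison most was the replicate set. Within replicates 1 to 4, 0 features were called between wt21 and wt col-0 and 789 had an unadjusted p under 0.05, whereas 108 were called within replicates 5 to 8. None of the 4 features just named was called within replicates 1 to 4, where SPX1 had a log2 fold change of -0.39. AT3G16660, AT3G16670, SPX1 and AT1G72430 were also lost when only the wild types were fitted (edgeR adjusted p of 0.0657, 0.0529, 0.376 and 0.270), SPX1 under limma voom (0.409) and AT1G72430 within replicates 5 to 8 (0.0741) and after thinning (0.129). Without wt21 replicate 8, AT3G16660 and AT3G16670 had edgeR adjusted p of 0.0688 and 0.101. AT3G16670 was also lost without replicate 6 or 7 (0.0540 and 0.0538), and AT1G72430 without any of replicates 1, 2, 5, 6, 7 and 8 (0.0507 to 0.0989).

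Because the mutant groups have replicates 1 to 4 only, each mutant was compared with all 8 wt col-0 libraries and with each wild-type replicate set. Against all 8 libraries, edgeR called 888 features in ago4, 16 in ago5, 430 in ago9, 272 in ago4ago9, 1131 in ago5ago9, 77 in ago4ago5ago9 and 2544 in ddm1. Against wt col-0 replicates 1 to 4, the counts in the same order were 56, 3, 2, 37, 23, 2 and 3337. Against replicates 5 to 8, they were 2584, 1670, 2280, 2099, 3010, 1796 and 2660. With wt21 as control, they were 42, 6, 25, 67, 496, 16 and 2929. The balance of higher and lower calls also depended on the control. Against wt col-0 replicates 1 to 4, 42 were higher and 14 lower in ago4, 2 and 0 in ago9, 32 and 5 in ago4ago9, 17 and 6 in ago5ago9 and 1 and 1 in ago4ago5ago9. Against wt21 the splits in the same groups were 29 and 13, 20 and 5, 62 and 5, 229 and 267, and 13 and 3. The features called against both wild types in the same direction numbered 41 in ago4, 3 in ago5, 15 in ago9, 43 in ago4ago9, 361 in ago5ago9, 6 in ago4ago5ago9 and 2063 in ddm1, although these comparisons share the mutant libraries and are not independent. Both controls also include replicates 5 to 8, so a call against both does not rule out the difference between the replicate sets.

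**Figure D2:**
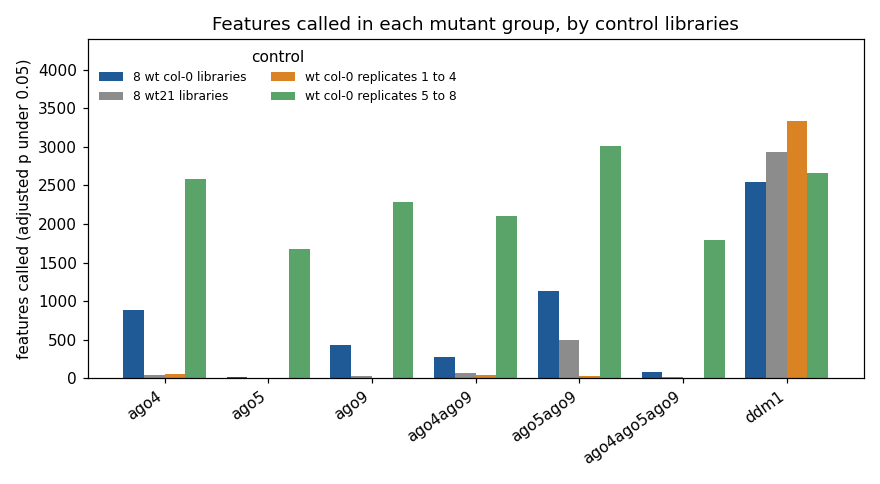
Number of features called by edgeR at an adjusted p under 0.05 (vertical axis) in each mutant group (horizontal axis) against 4 choices of control libraries, shown as bars. In ago4 the counts are 888, 42, 56 and 2584 for all wt col-0 libraries, wt21, wt col-0 replicates 1 to 4 and replicates 5 to 8, whereas in ddm1 they are 2544, 2929, 3337 and 2660.

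In the libraries labelled ago4, 501 of the 888 called features were higher and 387 lower than in wt col-0. The total fell to 280 without replicate 1 and to 226 without replicate 3. MRU1 (AT5G35490) rose from 0.608 ± 0.245 CPM in wt col-0 (n = 8) to 11.9 ± 1.89 CPM (n = 4), a log2 fold change of 4.30 ± 0.38 (edgeR adjusted p of 4.17e-10). ESM1 (AT3G14210) rose from 39.9 ± 8.15 to 407 ± 30.4 CPM (3.36 ± 0.31; edgeR adjusted p of 8.04e-10). Apart from AGO4, the falling feature chosen by p-value was ROS1 (DML1 in RefSeq, AT2G36490). It went from 11.03 ± 3.08 to 0.218 ± 0.188 CPM, at least 25.2-fold lower, with an edgeR adjusted p of 1.10e-07. SDC (AT2G17690) was at least 9.68-fold higher (3.76 ± 0.737 against 0.0869 ± 0.166 CPM; edgeR adjusted p of 7.74e-07). MRU1, ESM1, AGO4, ROS1 and SDC were called under each of the alternatives run for them, including wt col-0 replicates 1 to 4 as control.

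In the libraries labelled ago5, 8 features were higher and 8 lower than in wt col-0. Leaving out replicate 1, 2, 3 or 4 gave totals of 6, 3, 6 and 3. AT1TE93275, a transposable element, rose from 0.208 ± 0.273 to 7.21 ± 1.34 CPM (log2 fold change 5.22 ± 0.48; edgeR adjusted p of 1.31e-09). MRD1 (AT1G53480) fell from 53.1 ± 3.30 to 3.87 ± 1.45 CPM (-3.75 ± 0.35; edgeR adjusted p of 1.31e-09). Estimated counts of MRD1 were fractional in some libraries, and its values are uncertain for that reason. AT1G56720 fell from 8.66 ± 3.87 to 1.57 ± 0.477 CPM (-2.38 ± 0.36; edgeR adjusted p of 0.000275). When only ago5 and wt col-0 were fitted, AT1G56720 was not called (adjusted p of 0.134, the highest of its alternatives, which ranged from 4.69e-09).

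In the libraries labelled ago9, 227 features were higher and 203 lower than in wt col-0. The total of 430 was 6 without replicate 1, 7 without replicate 2 and 243 without replicate 3. AT1TE93275 was higher in all 4 libraries, at 6.07 ± 3.74 CPM (log2 fold change 4.97 ± 0.50; edgeR adjusted p of 2.10e-08). ESM1 had a mean of 233 ± 213 CPM (2.55 ± 0.31; edgeR adjusted p of 2.15e-06), made up of 438 and 396 CPM in replicates 1 and 2 and 49.3 and 47.7 CPM in replicates 3 and 4. Its call was lost when only ago9 and wt col-0 were fitted (adjusted p of 0.0894, the highest of alternatives that began at 8.95e-10). AT3G21540 (-1.23 ± 0.24) and AT2G38640 (at least 3.21-fold lower) both had an edgeR adjusted p of 0.00969, and SDC was at least 3.28-fold higher (0.0169). These 3 genes were each lost under 6 alternatives, among them wt col-0 replicates 1 to 4 as control (adjusted p of 0.265, 0.172 and 0.265, the highest of their alternatives; the lowest were 9.29e-06, 0.000177 and 0.00446). Leaving out ago9 replicate 1 or 2 also lost them, with edgeR adjusted p of 0.0527 and 0.0679 for AT3G21540, 0.0805 and 0.0679 for AT2G38640, and 0.152 and 0.156 for SDC.

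In the libraries labelled ago4ago9, 195 features were higher and 77 lower than in wt col-0, 19 of the former being transposable elements. The total of 272 was 152, 135 and 106 without replicates 2, 3 and 4. AT1TE21210 rose from 0.270 ± 0.232 to 39.0 ± 11.2 CPM (log2 fold change 7.13 ± 0.37; edgeR adjusted p of 2.17e-18) and MRU1 to 20.0 ± 3.70 CPM (5.06 ± 0.36; 1.69e-13 by edgeR). MRD1 fell to 1.37 ± 1.20 CPM (-5.21 ± 0.40; edgeR adjusted p of 8.86e-13). ROS1 was at 2.40 ± 0.951 CPM (-2.19 ± 0.42; edgeR adjusted p of 0.00211) and SDC was at least 21.8-fold higher (8.48 ± 4.08 CPM; 2.53e-10). FLC (AT5G10140) rose from 5.84 ± 1.29 to 11.9 ± 2.18 CPM (1.03 ± 0.19; edgeR adjusted p of 0.00138), but was not called against wt col-0 replicates 1 to 4 (adjusted p of 0.0775, the highest of alternatives that began at 1.55e-05).

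In the libraries labelled ago5ago9, 523 features were higher and 608 lower than in wt col-0, a balance opposite to the 17 higher and 6 lower against wt col-0 replicates 1 to 4. The total of 1131 was 270 without replicate 1, 327 without replicate 2 and 749 without replicate 4. AT1TE93275 was at 8.68 ± 2.80 CPM (log2 fold change 5.47 ± 0.47; edgeR adjusted p of 6.36e-11) and MRD1 at 0.326 ± 0.435 CPM (-7.02 ± 0.49; 1.53e-13 by edgeR). IAA19 (AT3G15540), an auxin-response gene, rose from 2.13 ± 1.45 to 29.5 ± 30.1 CPM (3.93 ± 0.42; edgeR adjusted p of 5.50e-08). Its 4 libraries were at 28.01, 72.5, 8.25 and 9.34 CPM. AT5G15950 (-1.29 ± 0.22; edgeR adjusted p of 0.000748) was not called against wt col-0 replicates 1 to 4 (0.0822, the highest of alternatives that began at 9.78e-08). SOC1 (AGL20 in RefSeq, AT2G45660) was higher (1.66 ± 0.40; edgeR adjusted p of 0.00942), but 5 alternatives lost it, with adjusted p from 0.00128 to 0.204 over all of its alternatives. Among these was the fit that left out ago5ago9 replicate 3 (0.0833).

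In the libraries labelled ago4ago5ago9, 30 features were higher and 47 lower than in wt col-0, a balance opposite to the 13 higher and 3 lower against wt21. The total of 77 was 24, 8, 14 and 177 without replicates 1, 2, 3 and 4. AT1TE93275 was at 13.2 ± 3.15 CPM (log2 fold change 6.10 ± 0.45; edgeR adjusted p of 6.43e-13) and MRD1 at 1.55 ± 1.88 CPM (-5.09 ± 0.40; 2.78e-12 by edgeR). These were the 2 features called against wt col-0 replicates 1 to 4. ESM1 was at 173 ± 20.0 CPM (2.13 ± 0.31; edgeR adjusted p of 0.000124) and had an adjusted p of 0.0526 against replicates 1 to 4, the highest of alternatives that began at 6.58e-07. AT4G23540 (-0.75 ± 0.18; edgeR adjusted p of 0.0498) was lost under 8 alternatives, with adjusted p from 0.00366 to 0.290 over all of its alternatives. Leaving out replicate 1, 2 or 3 gave 0.0820, 0.251 and 0.147.

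**Figure D3:**
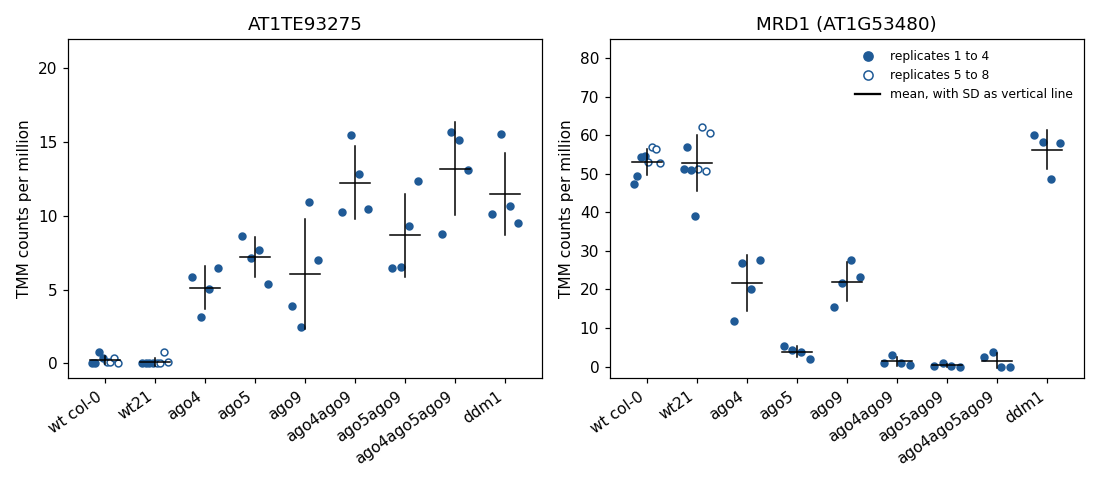
AT1TE93275 and MRD1 RNA in TMM-scaled CPM (vertical axes) in each library by labelled group (horizontal axes); filled points are replicates 1 to 4, open points replicates 5 to 8, horizontal lines group means and vertical lines 1 SD. AT1TE93275 is at 2.50 or more in the 28 mutant libraries and at most 0.802 in the 16 wild-type libraries, and MRD1 is at most 27.8 in the 24 ago libraries and at least 39.1 in the others.

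Whether each double mutant differed from the sum of its single mutants was tested by an interaction. For ago4ago9, 12 features were called (5 above and 7 below the sum), and for ago5ago9, 12 (4 above and 8 below). Because the libraries labelled ago9 enter both tests, the counts depended on them: without ago9 replicate 1, 2 or 4 the ago4ago9 count was 5, 4 and 33, and without ago9 replicate 1 the ago5ago9 count was 2. The ago4ago9 count was also 7, 6 and 73 without ago4 replicates 1, 2 and 4, and 6 and 7 without ago4ago9 replicates 3 and 4. The ago5ago9 count was 5, 3 and 7 without ago5 replicates 1, 2 and 3, and 5, 5 and 35 without ago5ago9 replicates 1, 2 and 4. In the ago4ago9 test, AT2G30150 (1.49 ± 0.26) and AT2G38640 were above the sum (edgeR adjusted p of 0.00576 and 0.0216), as was ROS1 (0.0466). AT3TE51150 and QQS (AT3G30720) were below it (edgeR adjusted p of 5.54e-05 and 0.000301). QQS had 0.0356 ± 0.0712 CPM in ago4ago9, under the floor. Estimated counts of AT3TE51150 and QQS were fractional in ago4 (lowest 17.381 and 6.619), so both values are uncertain. Whether the 2 features share reads with each other was not tested. In the ago5ago9 test, AT1G56720 (2.57 ± 0.47) and HAT2 (AT5G47370, 3.30 ± 0.63) were above the sum (edgeR adjusted p of 0.0134 and 0.0146), and AT1TE93275 (-4.73 ± 0.65) and ESM1 (-3.04 ± 0.50) below it (0.000113 and 0.00273). HAT2 varied widely over the ago5ago9 libraries, from 6.90 to 72.9 CPM, and its range overlapped the 4.70 to 8.88 CPM of ago5. The ago9 mean of ESM1 in this test came from replicates 1 and 2, which lack AGO4 RNA, since replicates 3 and 4 (49.3 and 47.7 CPM) were near the 55.8 ± 19.3 CPM of ago5 and the 39.8 ± 3.23 CPM of ago5ago9. AT3TE51150, QQS and AT1TE93275 were called under every alternative run for them, and the other 6 were lost when only the groups compared were fitted. For AT2G30150 and ESM1 that fit gave adjusted p of 0.0842 and 0.101, the highest of alternatives that began at 2.73e-05 and 2.51e-05, and no other alternative lost them. For AT2G38640, ROS1, AT1G56720 and HAT2 it gave 0.105, 0.133, 0.0936 and 0.129, within ranges over their alternatives of 0.000412 to 0.122, 0.000505 to 0.152, 1.52e-06 to 0.0936 and 0.000596 to 0.148. AT1G56720 and HAT2 were also lost under limma voom (0.0646 and 0.148), HAT2 with the replicate number as a block (0.0501) and ROS1 after thinning (0.0834). AT2G38640 was also lost with wt col-0 replicates 1 to 4 (0.114), the set as a term (0.0665) and the block (0.0866). Leaving out 1 library lost these 4 as well. AT2G38640 had adjusted p of 0.0549 to 0.122 without ago4 replicate 1 or 2, ago9 replicate 1, 2 or 3, or ago4ago9 replicate 3 or 4. ROS1 had 0.0609 to 0.152 without ago4 replicate 1, 2 or 3, ago9 replicate 1 or 2, or ago4ago9 replicate 1, 2 or 3. AT1G56720 had 0.0547 without ago9 replicate 1, and HAT2 had 0.0601 to 0.0992 without ago5 or ago5ago9 replicate 1 or 2, or ago9 replicate 1. With wt col-0 replicates 1 to 4, the interactions had 6 and 5 called features.

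The libraries labelled ago4ago5ago9 were compared with each double mutant, without a wild type. Against ago4ago9, 27 features were called, 3 higher and 24 lower, and 16 of the lower were transposable elements. AGO4 was higher (log2 fold change 5.66 ± 0.67; edgeR adjusted p of 3.54e-07), in a direction opposite to the label. AT2G05914 was at least 2.90-fold higher (edgeR adjusted p of 0.000517), AT1TE21210 at least 80.6-fold lower (1.27e-13), AT3TE65015 at least 57.1-fold lower (3.48e-08) and SDC at least 17.5-fold lower (1.02e-05). Leaving out any 1 library gave 26 to 30 features. Against ago5ago9, 25 features were called, 2 higher and 23 lower. AT2G05914 was at least 2.68-fold higher (edgeR adjusted p of 0.00324) and ESM1 was higher (2.12 ± 0.39; 0.00582 by edgeR). AT1G29500 (-2.47 ± 0.39) and HAT2 (-2.81 ± 0.46) were lower (edgeR adjusted p of 0.00188 for both), and both were lost when only the 2 groups were fitted (adjusted p of 0.113 and 0.164, the highest of alternatives that began at 1.14e-06 and 1.04e-05), HAT2 also under limma voom (0.0649). The ago5ago9 libraries varied widely, from 6.28 to 33.5 CPM for AT1G29500 and from 6.90 to 72.9 CPM for HAT2. In ago4ago5ago9 the ranges were 2.82 to 4.60 and 4.38 to 7.53 CPM, so those of HAT2 overlapped. The total of 25 was 8 and 7 without ago5ago9 replicates 1 and 2, and 15, 16 and 13 without ago4ago5ago9 replicates 2, 3 and 4.

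In ddm1, 1528 features were higher and 1016 lower than in wt col-0, and 839 of the higher and 7 of the lower were transposable elements. The total stayed between 2092 and 2596 when any 1 ddm1 library was left out. AT1TE52105 was at least 2635-fold higher (1024 ± 175 CPM; edgeR adjusted p of 2.27e-31), AT4TE16900 was at 1490 ± 500 CPM against 0.179 ± 0.272 CPM (log2 fold change 13.03 ± 0.36; 7.82e-30 by edgeR) and AT2G34655 was at least 322-fold higher (8.46e-27). AT1G67950 was at least 32.6-fold lower (edgeR adjusted p of 2.36e-22) and AT4G10060 fell from 36.0 ± 7.13 to 2.04 ± 0.922 CPM (-4.20 ± 0.19; 6.94e-22 by edgeR). Among the list genes, FWA (AT4G25530) and SDC were at least 53.7-fold and 37.8-fold higher (edgeR adjusted p of 2.84e-12 and 8.25e-14), and FLC was at least 17.6-fold lower (1.03e-16). ROS1 (-1.77 ± 0.39; edgeR adjusted p of 0.000553) and AGO10 (AT5G43810, -0.69 ± 0.15; 0.000580 by edgeR) were lower. Each feature named for ddm1 was called under every alternative run for it.

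Transposable elements took 0.147% ± 0.0137 of counts in wt col-0 (SD, n = 8) and 0.132% ± 0.0106 in wt21 (n = 8). In ddm1 the share was 4.98% ± 0.358 (n = 4), 4.83 percentage points higher than in wt col-0 and above the wt col-0 mean in 4 of 4 libraries, with a two-sided exact permutation p of 0.00202, the smallest that 495 splits can give (adjusted p of 0.0141 over 7 mutants). In ago4 the share was 0.112% ± 0.0131, a difference of -0.0349 points (0 of 4 libraries above the wt col-0 mean; exact permutation p of 0.00404, adjusted 0.0141). In ago5ago9 it was 0.118% ± 0.0199, a difference of -0.0283 points (1 of 4 above; exact permutation p of 0.0141, adjusted 0.0330). Against wt21 the exact tests gave adjusted p of 0.0778 for ago4 (a difference of -0.0197 points) and 0.363 for ago5ago9 (-0.0131 points), so these 2 decreases did not hold with both wild types. Against wt col-0 replicates 1 to 4, the differences were 4.84 points in ddm1, -0.0306 in ago4 and -0.0240 in ago5ago9, where the smallest exact p possible over 70 splits is 0.0286 and the adjusted p was 0.2 for each. Against replicates 5 to 8 they were 4.83, -0.0392 and -0.0326 points (exact permutation adjusted p of 0.1, 0.1 and 0.15). Leaving out ago5ago9 replicate 1, 2 or 4 gave an adjusted exact p of 0.0955, 0.0707 and 0.0848. The shares in ago5, ago9, ago4ago9 and ago4ago5ago9 were 0.133% ± 0.0159, 0.130% ± 0.0209, 0.140% ± 0.0169 and 0.127% ± 0.0181, none past the threshold (exact permutation adjusted p of 0.193, 0.181, 0.475 and 0.0955). The ago9 share passed it without replicate 4 (-0.0246 points; exact adjusted p of 0.0318).

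**Figure D4:**
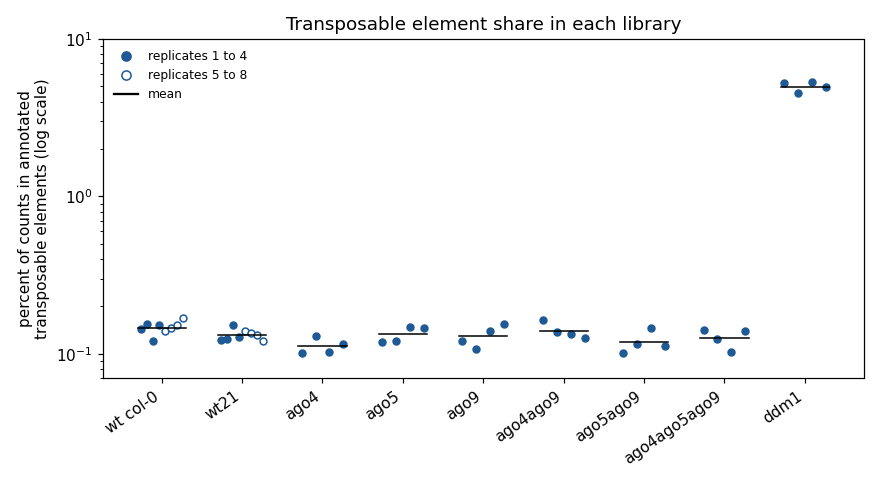
Percent of counts in annotated transposable elements (vertical axis, log scale) in each library by labelled group (horizontal axis); filled points are replicates 1 to 4, open points replicates 5 to 8 and horizontal lines group means. The ddm1 mean is 4.98%, and the other group means lie between 0.112% in ago4 and 0.147% in wt col-0.

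The 1021 features raised in ddm1 against wt21, 838 of them transposable elements, were then followed in the ago groups. Their median log2 fold change against wt col-0 was 0 in each of the 6 ago groups, and also with features at the floor set to their bound, because 829 to 848 of them were at or under 3 counts in every library of both groups compared. The fry test (limma) gave an adjusted p of 0.0160 for ago9, toward higher expression, and 0.294, 0.0964, 0.238, 0.238 and 0.294 for ago4, ago5, ago4ago9, ago5ago9 and ago4ago5ago9. The ago9 call was kept with the size factors of DESeq2 and without the filter. It was also kept with the set chosen by adjusted p alone (fry adjusted p of 0.00656). With the set formed against wt col-0 and tested against wt21 it was kept narrowly (0.0467). The ago9 call was lost under camera from limma with an estimated correlation (adjusted p of 0.256) and with the replicate number as a block (0.137). The feature counts called higher and lower within the set were 34 and 3 in ago4, 16 and 1 in ago9 and 8 and 3 in ago5ago9, and 28, 1 and 3 were called higher in ago4ago9, ago5 and ago4ago5ago9. Further alternatives were chosen after the data were seen. Against wt col-0 replicates 1 to 4 the ago9 adjusted p was 0.345, and against replicates 5 to 8, where each of the 6 ago groups was called, it was 5.31e-06 (limma), the lowest of its alternatives. The counts of members called one by one also depended on the control. Against replicates 1 to 4, 13 were called higher in ago4, 20 in ago4ago9, 1 in ago9 and 2 in ago5ago9, and 0 lower. Against replicates 5 to 8, those called higher numbered 45, 43, 28 and 23 in the same order, and those called lower 13, 5, 8 and 13. Of the 121 members with a mean over 3 counts in wt21, only 17 were transposable elements. A test of these members therefore says little about the elements that make up most of the set. For the 121, the limma adjusted p was 0.498 in ago9 (median log2 fold change 0.02), the highest of its alternatives, and the wt21 libraries enter neither side of the test. It was 0.159 in ago4 and ago4ago9 (medians -0.07 and -0.04) and 0.498 in the other 3 groups.

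Of the 22 genes of the preset list, 13 were expressed highly enough to be tested (AGO1, AGO2, AGO4, AGO6, AGO7, AGO10, DDM1, FLC, FWA, ROS1, SDC, SOC1 and STM). Over all features tested, edgeR called 3 of them in ago4, 1 in ago9, 4 in ago4ago9, 1 in ago5ago9 and 6 in ddm1. The corresponding counts adjusted over the list alone were 4, 2, 4, 1 and 7. In ago4ago5ago9 the count was 0 over all features and 1 adjusted over the list alone, with 3 genes at an unadjusted p under 0.05. In ago5 and wt21 it was 0 both ways, with 2 genes and 1 gene at an unadjusted p under 0.05. Against ago4ago9, ago4ago5ago9 had 2 called over all features and 5 adjusted over the list alone. Against ago5ago9 these counts were 0 and 1, with 3 genes at an unadjusted p under 0.05. They were 1 and 1 for the ago4ago9 interaction, and 0 and 0 for the ago5ago9 interaction, with 1 gene at an unadjusted p under 0.05.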

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

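The tests of the interactions against the wild-type replicate sets and without single ago9 libraries, and those of the source of the mCherry counts, were chosen only after the results were seen; the counts over other splits were not.

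Single libraries stood apart from the rest of their group in 4 of the 103 sets of values examined, where about 5.2 would be found by chance. AT1G56720 in ago5 replicate 4 was at 0.867 CPM against 1.71 to 1.87 CPM in the other 3 libraries. AT1TE52105 in ddm1 replicate 1 was at 1285 CPM against 913 to 954 CPM. AT1TE93275 in wt col-0 replicate 3 was at 0.774 CPM against 0 to 0.362 CPM, all near the floor of 3 counts. AT3G16670 in wt21 replicate 8 was at 35.9 CPM against 22.7 to 29.0 CPM, and the call of that gene was lost without this library (edgeR adjusted p of 0.101, within a range of 0.000369 to 1 over its alternatives). As a group these are no more than chance gives, and no explanation was tested for them.

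The ago4ago9 and ago5ago9 groups differed from the sums of their single mutants by an interaction at 12 features each. Of 100 splits of the same libraries, 7 gave as many called features for ago4ago9 and 5 for ago5ago9, the real ones included, so counts of this size also arose from other groupings. The difference between wild-type replicates 1 to 4 and 5 to 8 was argued against as the whole cause, since with wt col-0 replicates 1 to 4 alone 6 and 5 features were called, of which 5 and 4 were among the original 12. Whether a mislabelled sample is the cause cannot be told apart from an interaction of the mutations. Without ago9 replicate 1, which had 1 count of AGO4, 5 and 2 features were called for ago4ago9 and ago5ago9. Without ago9 replicate 2, which had 0 counts, the numbers were 4 and 8, without replicate 3 they were 9 and 10, and without replicate 4 they were 33 and 18. Each of these fits still held at least 1 library with almost no AGO4 RNA, which keeps the question open. An interaction between the losses named in the labels may remain for single features such as AT3TE51150 and QQS, but the ago9 term it is computed from is in doubt. Both features had fractional counts in ago4, so they may share reads and may not be separate results.

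Counts of an mCherry reporter, which entered no comparison, were found in 7 of the 9 groups. They totalled 44 in ddm1, 39 in ago4ago5ago9, 34 in wt21, 13 in ago5ago9, 10 in ago4, 8 in ago5 and 4 in ago9. The wt col-0 and ago4ago9 libraries had 0, and no library had more than 16. The second reporter, Clover, had 0 counts in each library. Reads of an endogenous gene expressed alike in all groups were argued against, because the share of libraries with a count differed among the 9 groups, from 0 of 8 in wt col-0 and 0 of 4 in ago4ago9 to 7 of 8 in wt21 and 4 of 4 in ddm1 and ago4ago5ago9 (Fisher's exact test over all 9 groups, p of 5.76e-05). A gene whose expression differs between the groups was not excluded. At the rate of the other groups, 36.9 counts would have been found in the wt col-0 libraries. Reads carried over from other libraries cannot be told apart from a reporter present in these plants, since which libraries were pooled together is not stated. A transgene in the plants remains possible and was not tested, because the labels name none.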

How the results depend on the processing

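Tests were repeated under the alternatives described with the processing, of which the wild-type replicate sets, the set as a term, the covariate, the thinning and the restrictions of the ddm1-raised set by counts were chosen only after the data were seen. The cause of a change was not tested unless stated.

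Scaling by DESeq2 size factors left all 12 counts of called features within 1.5 times their values and changed no test of the ddm1-raised set. The transposable element share was not tested in that setting. No result reversed its direction past the threshold under any alternative. Of 158 counts under alternatives other than leaving out a library, 76 stayed within 1.5 times and 82 did not. For features named in the text, 934 of 993 values kept their direction and side of the threshold, 53 lost the call and 6 gained it. Of the 112 counts called against both wild types, 52 moved by more than 1.5 times. The ddm1 count stayed within 1.5 times of 2544 under each alternative run, and between 2092 and 2596 when 1 ddm1 library was left out.

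Without the filter, the counts were 28 in ago5, 49 in ago4ago5ago9, 7 in wt21 and 7 for the ago5ago9 interaction. DESeq2 called 118 in ago5, 659 in ago9, 414 in ago4ago9, 334 in ago4ago5ago9, 138 and 73 for the ago4ago9 and ago5ago9 interactions, and 56 between ago4ago5ago9 and ago5ago9. Its split of higher and lower calls moved most between ago4ago5ago9 and ago5ago9 (27 and 29, against 2 and 23) and for the ago5ago9 interaction (3 and 70, against 4 and 8), and by less in ago4ago5ago9 against wt col-0 (178 and 156, against 30 and 47), against ago4ago9 (7 and 22, against 3 and 24) and in wt21 (8 and 8, against 4 and 7). Limma voom with quality weights called 1447 in ago4, 112 in ago5, 636 in ago4ago9, 284 in ago4ago5ago9, 5 in wt21, 197 and 54 for the ago4ago9 and ago5ago9 interactions, and 46 between ago4ago5ago9 and ago4ago9. Its splits also favoured higher calls in ago5ago9 (831 and 789) and ago4ago5ago9 (168 and 116). With only the groups compared in the fit, the spread was estimated from fewer libraries and from those groups alone. Which of these lowered the counts was not tested. The counts were 489 in ago4, 2 in ago5, 2 in ago9, 60 in ago4ago9, 502 in ago5ago9, 5 in ago4ago5ago9 and 3, 3 and 3 for both interactions and for ago4ago5ago9 against ago5ago9. In ddm1, with as many libraries as each ago group, 1967 were called. In wt21 that fit called 0, with 1124 features at an unadjusted p under 0.05. Removing organelle genes gave 26 in ago5 and a share of transposable elements in ago5ago9 of -0.0281 points relative to wt col-0 that no longer passed (exact permutation adjusted p of 0.118).

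With wt21 as control, the counts were 42 in ago4, 6 in ago5, 25 in ago9, 67 in ago4ago9, 496 in ago5ago9 and 16 in ago4ago5ago9, and the differences in transposable element share were lost in ago4 (-0.0197) and ago5ago9 (-0.0131). With the mean of both wild types, they were 479, 7, 228, 150 and 38 in ago4, ago5, ago9, ago4ago9 and ago4ago5ago9. With wt col-0 replicates 1 to 4, they were 56, 3, 2, 37, 23 and 2 in ago4, ago5, ago9, ago4ago9, ago5ago9 and ago4ago5ago9, 0 in wt21 (789 at an unadjusted p under 0.05) and 6 and 5 for the ago4ago9 and ago5ago9 interactions. With replicates 5 to 8, they were 2584, 1670, 2280, 2099, 3010 and 1796, 108 in wt21, and 1202 and 535 for the interactions. In these 2 settings no share of transposable elements passed, with exact permutation adjusted p of at least 0.2 and 0.1. The smallest exact p over 70 splits, 0.0286, passes the adjustment only when at least 5 of the 7 mutants have it. The differences were -0.0306 and -0.0392 in ago4, -0.0240 and -0.0326 in ago5ago9, and 4.84 and 4.83 in ddm1. The set as a term gave 255 in ago4, 4 in ago5, 9 in ago9, 92 in ago4ago9, 71 in ago5ago9, 10 in ago4ago5ago9 and 24 in wt21. Its splits of higher and lower calls were 197 and 58 in ago4, 9 and 0 in ago9, 79 and 13 in ago4ago9, 55 and 16 in ago5ago9 and 7 and 3 in ago4ago5ago9, so that in the last 2 groups more were higher than lower, opposite to all 8 wt col-0 libraries as control without that term. The covariate gave 116 in ago5, 852 in ago9, 513 in ago4ago9, 247 in ago4ago5ago9, and 41 and 56 for the ago4ago9 and ago5ago9 interactions. Thinning gave 5 in wt21 and 6 for the ago5ago9 interaction.

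The replicate numbers did not pair the libraries: of 32 correlations between libraries of the same number, which ran from -0.337 to 0.330, 2 exceeded 0.1. With the replicate number as a block, 177 features were called in ago4, 3 in ago5, 7 in ago9, 69 in ago4ago9, 79 in ago5ago9, 13 in ago4ago5ago9, 20 in wt21 and 3 for the ago5ago9 interaction. The splits under the block were 138 and 39 in ago4, 7 and 0 in ago9, 60 and 9 in ago4ago9, 50 and 29 in ago5ago9 and 9 and 4 in ago4ago5ago9. As paired differences over 4 pairs, the transposable element share was -0.0306 points in ago4, -0.0240 in ago5ago9 and 4.84 in ddm1, where the smallest exact sign-flip p is 0.125 and none could pass. In ago9, the ddm1-raised set had a median log2 fold change of -0.00877 and an adjusted p of 0.137 under the block. The block changed no other such call.

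The ddm1-raised set had a median of 0 in ago9 under camera, where the call was lost (limma adjusted p of 0.256). Thinning left the median at 0 and brought calls in ago4, ago4ago9 and ago5ago9 (limma adjusted p of 0.00286, 0.00290 and 0.0395). That was 1 thinning, with the set formed anew. With the set fixed, 20 further thinnings called ago4 and ago4ago9 in 20 of 20 and ago5ago9 in 0 of 20 (limma adjusted p of 0.0806 to 0.113). With wt col-0 replicates 1 to 4 as control the median was 0 and the ago9 call was lost (limma adjusted p of 0.345). With replicates 5 to 8 the medians were 0 and ago4, ago5, ago4ago9, ago5ago9 and ago4ago5ago9 were called as well (limma adjusted p of 0.00229, 9.67e-05, 0.00102, 0.00102 and 0.00229). With members above 3 counts outside ddm1, medians of 0.102 in ago4, 0.0591 in ago4ago9 and 0.0732 in ago4ago5ago9 were called (limma adjusted p of 7.62e-08, 1.56e-11 and 0.0414). That mean includes the ago libraries being tested, so a rise in them helps a feature to be a member, and nothing is drawn from these calls. With members above 3 counts in wt21, the ago9 call was lost (median 0.0217, limma adjusted p of 0.498) and no ago group was called, with ago4ago9 alone at an unadjusted p under 0.05 (0.0449). This restriction left 121 members, 17 of them transposable elements, against 838 of 1021 in the main set. It therefore hardly tested the elements. In fits that each left out 1 library of the mutant tested, its median was 0 throughout and no call changed.

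Across the fits that each left out 1 mutant or wt21 library, the counts ran from 226 to 886 in ago4, 3 to 6 in ago5, 6 to 542 in ago9, 106 to 297 in ago4ago9, 270 to 1123 in ago5ago9, 8 to 177 in ago4ago5ago9 and 1 to 8 in wt21. They ran from 4 to 73 and from 2 to 35 for the ago4ago9 and ago5ago9 interactions, from 26 to 30 for ago4ago5ago9 against ago4ago9 and from 7 to 37 against ago5ago9. Differences in transposable element share ran from -0.0406 to -0.0314 points in ago4, -0.0246 to -0.00883 in ago9, -0.0378 to -0.0224 in ago5ago9 and 4.73 to 4.995 in ddm1. Of 432 values of named features in such fits, 41 lost the call and 2 gained it. Depth limited AGO5 and AGO9, which lay near the floor of 3 counts even in wild type, and most of the ddm1-raised features outside ddm1.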

Other observations

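The tests of AGO4 RNA and of its response genes in the libraries labelled ago9 and ago4ago5ago9, of clock genes, of the loss of AGO4 or AGO9 behind AT1TE93275 and MRD1, of depth, scaling and wild-type replicate sets in the ddm1-raised set, of consecutive replicate numbers, and of splits for ago4, ago5 and the ddm1-raised set in ago4 and ago5 were chosen only after the results were seen.

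Other splits of the same libraries show how often a count as large arises without the labels. Of 100 splits, 2 gave as many called features for ago4, 4 for ago5, 1 for ago9, 1 for ago4ago9, 1 for ago5ago9, 4 for ago4ago5ago9 and 1 for ddm1, the real one included. For wt21, 5 of 100 splits gave as many. For ago4ago5ago9 against ago4ago9 and against ago5ago9, 1 of 35 splits did, the real one. The split that separates wt col-0 replicates 5 to 8 from the other 8 libraries gave 2458 called features with the ago4 libraries, 2126 with ago5, 2443 with ago9, 2341 with ago4ago9, 2922 with ago5ago9 and 2071 with ago4ago5ago9, each more than the real split. With wt col-0 replicates 1 to 4 as control, the counts for these 6 groups were 56, 3, 2, 37, 23 and 2. For wt21 the split by replicate set gave 3251, against 0 called within replicates 1 to 4 (789 at an unadjusted p under 0.05). In ddm1 it gave 1498, fewer than the 2544 of the real split. For the ddm1-raised set, 1 of 100 splits gave as small a p-value in ago9, 5 in ago5, 18 in ago4ago9, 23 in ago5ago9, 37 in ago4 and 41 in ago4ago5ago9. The split by replicate set gave a smaller fry p (limma) than the real one in each of these 6 groups, 6.87e-05 against 0.00266 in ago9 and 0.000244 to 0.00175 in the other 5, and with wt col-0 replicates 1 to 4 as control the ago9 call was lost (limma adjusted p of 0.345).

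Replicates 5 to 8 of both wild types stood apart from replicates 1 to 4 at 3261 features. A difference in library depth was argued against: totals were 9412956 ± 863124 counts in replicates 5 to 8 and 5856442 ± 700403 in replicates 1 to 4, but 2828 features were still called after all libraries were thinned to the smallest total. A few genes taking many counts were argued against as the whole cause, since 2275 features remained called with the share of organelle genes and AT3G41768 as a covariate, and 3151 when those genes were removed. Tissue taken at another time of day cannot be told apart from other differences between the sets. Of 7 tested clock genes, 2 were called, LHY (log2 difference 0.65) and PRR7 (-1.64), and 6.72% of 10000 random lists of like expression changed as much on average, with too few genes to decide. On a scale where wt col-0 and wt21 replicates 1 to 4 averaged 0.0169 and -0.0169 and wt col-0 replicates 5 to 8 averaged 0.959, wt21 replicates 5 to 8 averaged 0.761 and the 6 ago groups lay between -0.0824 and 0.159. The ddm1 group was at 0.370. The means of the 6 ago groups therefore lay nearer wild-type replicates 1 to 4 than 5 to 8, although single ago libraries ran from -0.137 in ago5ago9 to 0.402 in ago4ago5ago9, many of them outside the range of -0.0994 to 0.0778 of those replicates, and ddm1 lay between the sets. A separate preparation of replicates 5 to 8 is a candidate explanation for many of the calls in the ago groups against all 8 wt col-0 libraries, although the labels name no batch.

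AGO4 RNA was nearly absent in replicates 1 and 2 labelled ago9 (1 and 0 counts) and at the wild-type level in replicates 3 and 4. Low depth was argued against, because 115 and 109 counts would be expected at the wt col-0 rate, and so few in both has a probability of 3.13e-12 under the fitted spread. Lower AGO4 RNA whenever AGO9 is lost was argued against by the libraries labelled ago5ago9, the lowest of which had 23.8 CPM. The values were in line with a mislabelled sample. Over 41 genes that respond in ago4, the slope of a library's response on the ago4 response was 0.564 in replicate 1 and 0.577 in replicate 2, against 0.121 in replicate 3 and 0.0711 in replicate 4. The ago4 libraries themselves had slopes of 0.609 to 0.673, which are under 1 because a prior count damps the values of single libraries, and the ago4ago9 libraries averaged 0.742 ± 0.0358. AGO9 had at most 1 count in each library labelled ago9, so these libraries may be of a genotype lacking both genes, or lacking AGO4 alone with AGO9 undetected at this depth. In ddm1, where AGO4 RNA was at the wild-type level, the same slope averaged 0.813 ± 0.0206, so the response is not specific to loss of AGO4.

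The libraries labelled ago4ago5ago9 had AGO4 RNA at the wild-type level. Loss of AGO4 activity with its RNA present was argued against, since their slope on the ago4 response averaged 0.161 ± 0.0131, lower than the lowest ago4ago9 library at 0.689, although above the 0.0794 ± 0.0429 of ago5ago9. That these libraries and those labelled ago5ago9 share a genotype cannot be told apart from a difference between them. Only 25 features were called between the groups, but 1738 were called between replicate sets that carry the same wt col-0 label, so neither number settles it.

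AT1TE93275 was higher in the 28 mutant libraries (at least 2.50 CPM) than in the 16 wild-type libraries (at most 0.802 CPM). Loss of AGO4 as the only cause was argued against by ago5, which kept AGO4 RNA and whose lowest library was at 5.42 CPM. Loss of AGO9 as the only cause was argued against by ddm1, which kept AGO9 RNA and whose lowest library was at 9.51 CPM. The wild-type replicate sets were argued against by a log2 fold change of 4.57 in ago5 against wt col-0 replicates 1 to 4 (edgeR adjusted p of 1.59e-05). MRD1 was lower in the 24 ago libraries (at most 27.8 CPM) than in the wild-type and ddm1 libraries (at least 39.1 CPM), and loss of AGO4 as the only cause was argued against by ago5, whose highest library was at 5.43 CPM. Open explanations are a variant in these loci shared among mutant lines and reads shared with other copies, neither of which was tested, and a biological response to each mutation, which may be common to them.

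The call of the ddm1-raised set in ago9 depended on how counts near 0 were scaled. Most members were near the floor, where the log2 CPM of a count of 0 is fixed by the library total and the scaling factor. That value was 0.823 higher in ago9 than in wt col-0, against 0.241 to 0.611 in the other 5 ago groups. A difference in library depth as the whole cause was argued against: after thinning to one total with scaling factors kept, the set was called in ago9 in 20 of 20 random thinnings (limma fry adjusted p of 0.0115 or less). This was not particular to ago9, since ago4 and ago4ago9 were called in 20 of 20 as well, over the same range of adjusted p (0.00667 to 0.0115). Unequal scaling of counts near 0 by totals and factors together was in line with the data, since the same thinnings without factors called the set in 0 of 20 (limma adjusted p of 0.926 or more; unadjusted p of 0.920 or more). The comparison of wt col-0 replicates 5 to 8 with 1 to 4 also moved, from a limma fry p of 0.000310 to a median of 0.678. Unlike ago9, it had already risen to a median p of 0.0912 in the thinnings with factors kept. Without factors at one depth, none of the 6 ago groups was called (unadjusted p of 0.498 or more), not even ago4. In ago4, 34 members were called higher one by one against all 8 wt col-0 libraries, and 13 against replicates 1 to 4. A rise of some members is therefore not excluded. The difference between the wild-type replicate sets cannot be told apart from a change in ago9. With wt col-0 replicates 1 to 4 as control, the limma fry adjusted p was 0.345 (unadjusted 0.0574). A lost call of that kind does not show that ago9 is unchanged. With replicates 5 to 8, as many libraries, it was 5.31e-06, so the number of control libraries alone does not account for the loss.

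Linked differences carried along with the mutant alleles were argued against as a general source of calls in ddm1 and ago5ago9 only. Of genes within 2000 locus numbers of a mutated gene, 24 were called against both wild types over the 7 mutant groups. The number expected was 28.7 (smallest adjusted p of Fisher's exact tests, 1). All of these genes were called in ddm1 (16, with 16.6 expected) or ago5ago9 (8, with 10.5 expected). In ago4, ago5, ago9, ago4ago9 and ago4ago5ago9, only 0.0293 to 0.723 were expected per group, too few to decide. Loss of AGO4 in both ago4 and ago4ago9 was in line with the overlap of their calls. With ago4 tested against wt col-0 replicates 1 to 4 and ago4ago9 against wt21 replicates 1 to 4, 56 and 40 features were called, 17 of them shared and all 17 in the same direction and AGO4 itself among them, against 0.128 expected by chance (hypergeometric p of 2.08e-33 across features, which are not independent). Overlap beyond chance was not limited to groups without AGO4 RNA. MRD1 and AT1TE93275, 2 of the 17, were also shared by ago4 with each of ago5, ago5ago9 and ago4ago5ago9, where 0.0159, 0.0957 and 0.0128 would be expected (hypergeometric p of 9.93e-05, 0.00410 and 5.97e-05). With only 4 libraries as control, the other 15 were called in none of these 3 groups, which was not tested as a difference between groups. ESM1, 1 of the 15, was called in ago4ago5ago9 against all 8 libraries of wt col-0 and of wt21 (edgeR adjusted p of 0.000124 and 0.0347). Preparation in pairs of consecutive replicate numbers was examined because ago9 replicates 1 and 2 were alike. In 4 of 11 sets of 4 replicates the libraries paired that way, where 3.67 would by chance (exact binomial p of 0.527). Such pairs were no more frequent than chance gives, but 11 sets are too few to exclude the explanation, in ago9 or elsewhere.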
